A study of Homo sapiens with 2 samples.

How the data were processed

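The material was chromatin immunoprecipitation followed by sequencing (ChIP-seq) of PHF8, a histone lysine demethylase with a PHD finger domain, in RKO, an established human colon carcinoma cell line. Per the labels, the cells had been transfected either with an empty vector or with a plasmid for overexpression of APOC2, the gene of an apolipoprotein. There was 1 library per condition and 1 peak table per library, so the peaks had been called per sample and no replicate of either condition was analysed here. Groups were taken from the treatment given in the labels.

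Both tables had the column names and column order of a MACS2 peak table that had been saved through a spreadsheet program. Per the file headers, the deposited tables gave the signal at each peak summit as a fragment pileup. Per the file headers, they also gave the fold enrichment over a local background. A pair of columns had lost its name in the spreadsheet, and these deposited columns held -log10 of the p-value and -log10 of the q-value of each peak, as judged from their place in the table and from their values. Recomputing the Poisson tail of the pileup, with the local background implied by the fold enrichment as (pileup + 1) / (background + 1), gave -log10 p within 0.1 of the listed value for 99.7% of vector peaks and 99.9% of APOC2 peaks. The highest q-value listed was 0.0266 in the vector table and 0.0450 in the APOC2 table. The aligner, the version of the peak caller, the control library, the genome build, the thresholds and any removal of duplicate reads or of problem regions were stated neither by the labels nor by the tables.

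No read totals were given, so the absolute depth of the libraries was unknown, but the scaling that the caller had applied left relative depths in the values. Of the vector pileups, 99.7% were whole multiples of 0.98953. The vector library had therefore been scaled down to its control, and its depth was 1.01 times that of the control. All APOC2 pileups were whole numbers, and the local backgrounds of that table were spaced by 0.833 fragments, so the control had been scaled down to a ChIP library of 0.833 times its depth. The step was searched for between 0.7 and 1.01, a range set after the values had been seen, and 66.2% of the APOC2 backgrounds above 1.5 lay on it. If the control was the same, the APOC2 library had 0.824 times the depth of the vector library. The lowest backgrounds, divided by the shortest peak length as a stand-in for the fragment length, gave a ratio of 1.00 between the control depths behind the tables. The highest pileups were 443.31 in the vector and 436 in the APOC2 table. With the same stand-in (224 and 218 bp), both lay at the ceiling set by 1 read per position and strand, after the vector scaling. Duplicate reads had therefore probably been removed, so these depths may count only the reads kept, and the highest pileups may be compressed. Because 1 is added to both terms of the fold enrichment, a peak of unchanged signal over a low background gets a lower fold enrichment in the table that was scaled to the smaller depth. Pileup divided by the control step (depth-scaled pileup) and the ratio of pileup to background without the added 1 were therefore computed as further measures.

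A peak was called shared when it overlapped a peak of the other library by at least 1 bp, counted with bedtools 2.31.1 and with separate code that gave the same numbers. For comparisons of enrichment, overlapping peaks were paired by longest overlap with each peak used once, and the log2 ratio of fold enrichment, APOC2 over vector, was taken. Shares carry 95% Wilson intervals, ratios of peak numbers carry the Wilson interval of the share converted to a ratio, and medians carry 95% binomial order-statistic intervals. The interval of a ratio of medians joined the outer bounds of the intervals of both medians. All intervals cover counting error over peaks only, since peaks are not replicates and ChIP fragments without molecular identifiers are not independent molecules. No p-value was computed between the conditions. As a description of these tables, the overlap was ranked among 1000 random placements of the APOC2 peaks within their own chromosomes (seed 1), and among 1000 placements within the same kind of region.

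Gene positions came from a RefSeq gene table for assembly GRCh38.p14, with 59675 placed genes, of which 43039 had a RefSeq transcript. The table gave neither strand nor exons. Peaks at promoters had been planned, with the peak midpoint within 1 kb of a transcription start site. They were replaced by peaks whose midpoint lay within 1 kb of either annotated end of a gene with a RefSeq transcript, here called a gene boundary, which counts start and end sites alike. Whether a peak inside a gene was exonic or intronic was not determined. Because the build was not stated, the coordinates were checked by shifting. Of the peaks outside gene-free intervals, 72.3% of vector and 81.7% of APOC2 peaks lay at gene boundaries of this assembly. After shifts of 10 or 100 kb in either direction, the share was between 7.34% and 8.22% for vector and between 8.29% and 9.54% for APOC2 peaks. Positions are given 1-based as in the tables.

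A gene-free interval was a stretch of at least 1 Mb between neighbouring annotated genes of any kind. There were 32 of these, with 209 Mb in total, and 27 of them held a peak of either library. Each peak was placed in 1 class: gene-free interval, gene boundary, or other.

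The groups, the peak numbers, the overlap, the paired ratio, the promoter shares and gene counts, their alternatives and the rule for named peaks were chosen before the data were examined. The gene boundary in place of the start site, the classes, the measures scaled by depth or without the added 1, the restriction to protein-coding genes, the placement within the same kind of region and the comparison of chromosomes were chosen afterwards. An earlier look at gene-free sequence took only the longest such interval of each chromosome and missed the peaks of chromosomes 14, 21 and 22 in shorter ones.

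The peaks named were fixed by rule: the 5 shared pairs with the highest value of the lower of their fold enrichments, the 5 peaks of each library without a partner that had the highest fold enrichment, and the 3 shared pairs at each end of the log2 ratio. Peaks overlapping the APOC2 or PHF8 gene were to be named whatever their values. Alternatives were a q-value of at most 0.001, a fold enrichment of at least 5, chromosomes 1 to 22 and X only, merging of peaks within 1 kb, equal numbers of top-ranked peaks, other definitions of a shared peak (50% of both peaks, or within 1 kb), pileup or -log10 p as the measure, and a 3 kb window or direct overlap for the gene boundary. Added later were gene-free minimums of 0.5 and 2 Mb, only peaks outside gene-free intervals, protein-coding genes only, and the further measures.

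The code was tested on simulated peak tables, where all 12 quantities tested were recovered. All 1500 simulated shared pairs were found, with a median log2 ratio of 0.489 for a simulated 0.5. These pairs overlapped by construction, and neither a calling threshold nor a difference in depth was simulated. The search for the background step, on which the relative depth rests, was not among the quantities tested. Computation used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots used matplotlib 3.10.9. Reads, signal tracks, the control library and the genome sequence were not used here, so GC content and mapping quality were not examined.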

Results

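PHF8 occupancy was profiled by ChIP-seq in RKO colon carcinoma cells carrying either an empty vector or an APOC2 overexpression plasmid, with 1 library for each condition. There were no replicates, so no difference between the libraries could be set against variation between replicates, and every comparison describes these libraries only. The vector library had 4015 peaks that covered 1.53 Mb, with a median length of 298 bp and a range of 224 to 6374 bp. The APOC2 library had 8928 peaks that covered 3.39 Mb, with a median length of 300 bp and a range of 218 to 6379 bp. Read totals were unknown, but if both tables were called against the same control, the APOC2 library had 0.824 times the depth of the vector library. The median pileup at the summit was 20.8 fragments in the vector library, in units scaled to its control, and 22 fragments in the APOC2 library. The median fold enrichment over local background was 7.42 (quartiles 5.45 and 9.75) in the vector library and 6.003 (quartiles 4.65 and 7.74) in the APOC2 library. The highest fold enrichments were 117 and 115, respectively.

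The series asked whether PHF8 binding to chromatin rises with APOC2, and which sites depend on it. The APOC2 library had 2.22 times as many peaks as the vector library (95% interval 2.14 to 2.31). The alternative that moved this ratio most was the restriction to peaks outside long gene-free intervals, where it was 3.67. With a fold enrichment of at least 5 it was 1.87.

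To see whether peaks persisted, the peak sets were intersected. Of the vector peaks, 3355 (83.6%, 95% Wilson interval 82.4 to 84.7%) were overlapped by an APOC2 peak. Of the APOC2 peaks, 3330 (37.3%, 36.3 to 38.3%) were overlapped by a vector peak, and 5598 were not. When the APOC2 peaks were placed at random within their chromosomes, on average 0.309% and at most 0.697% of vector peaks were overlapped in 1000 placements. With placement confined to the same kind of region, the mean was 3.57% and the highest value 4.61%. The observed overlap was above all 1000 placements of either kind. Overlap moved most when equal numbers of top-ranked peaks were compared: it was then 56.3% of vector and 55.3% of APOC2 peaks.

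Enrichment was compared at 3300 pairs of shared peaks. The median log2 ratio of fold enrichment, APOC2 over vector, was 0.07 (0.05 to 0.09), and 55.3% of the pairs had a ratio above 0. The sign of this median depended on the measure. With raw pileup, which was in units of unequal depth, it was -0.11. With depth-scaled pileup it was 0.16, and among peaks with a fold enrichment of at least 5 it was -0.012. The APOC2 peaks without a vector partner were weaker than those with one, with medians of fold enrichment in a ratio of 0.678 (0.662 to 0.688). When pileup was compared in place of fold enrichment, this ratio was 1 over all peaks. Within each class of position, however, the peaks without a partner had the lower median pileup: 11 against 16 in gene-free intervals of at least 1 Mb, 26 against 36 at gene boundaries and 18 against 24 elsewhere.

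The positions of the peaks differed between the libraries. Of the vector peaks, 1152 (28.7%, 27.3 to 30.1%) had their midpoint within 1 kb of a gene boundary, that is, either annotated end of a gene with a RefSeq transcript (GRCh38.p14). In the APOC2 library 4777 peaks (53.5%, 52.5 to 54.5%) did, and among the APOC2 peaks without a vector partner 3682 of 5598 (65.8%, 64.5 to 67.0%) did. When the peak itself had to overlap the boundary, the shares were 8.39% of vector peaks, 20.5% of APOC2 peaks and 21.2% of APOC2 peaks without a partner. Among peaks outside long gene-free intervals they were 72.3%, 81.7% and 83.6%.

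A large part of both peak sets lay in the 32 intervals of at least 1 Mb without any annotated gene. The stretch of this kind on chromosome 12, for example, ran from 34250266 to 37575342 and held 113 vector and 154 APOC2 peaks. Whether such intervals held centromeres, repeats, known problem regions or gaps of the assembly was not examined. Their peaks were therefore not shown to be PHF8 binding. These intervals held 2421 vector peaks (60.3%, 58.8 to 61.8%) and 3078 APOC2 peaks (34.5%, 33.5 to 35.5%). Inside them the ratio of APOC2 to vector peak numbers was 1.27 (1.21 to 1.34), against 4.15 (3.89 to 4.42) at gene boundaries and 2.43 (2.17 to 2.71) elsewhere. Of the 100 vector peaks with the highest fold enrichment, 95 lay in gene-free intervals and 1 at a gene boundary. In the APOC2 library these numbers were 91 and 5.

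**Figure D1:**
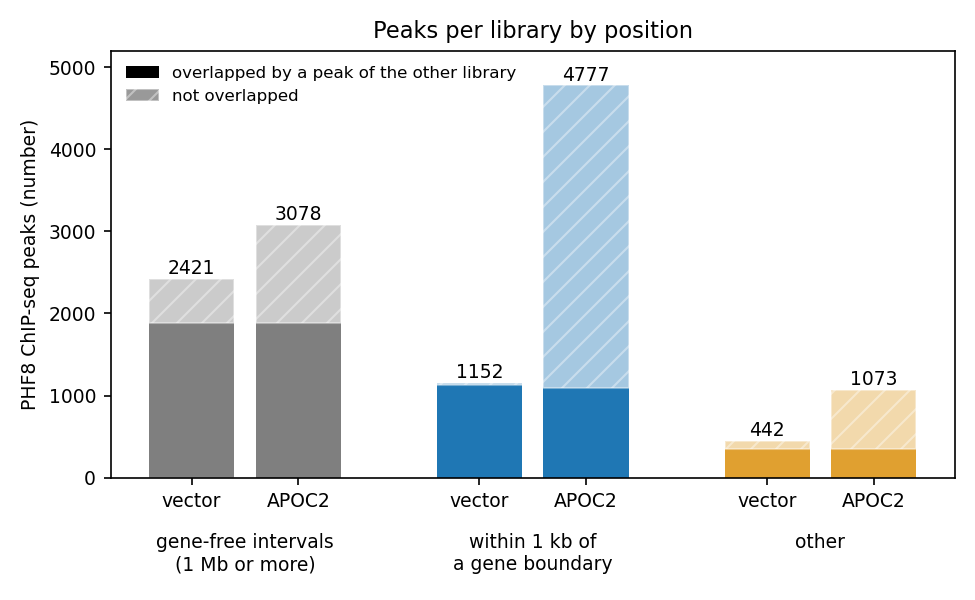
Number of PHF8 ChIP-seq peaks (vertical axis) in the vector and APOC2 libraries by position (gene-free intervals of at least 1 Mb, within 1 kb of a gene boundary, other), with solid bars for peaks overlapped by a peak of the other library and hatched bars for the rest. The libraries held 2421 and 3078 peaks in gene-free intervals but 1152 and 4777 at gene boundaries, and of the 4777 only 1095 were overlapped.

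Shared and unshared peaks were also divided by position. At gene boundaries, 97.5% (96.4 to 98.2%) of vector peaks were overlapped by an APOC2 peak, which left 29 vector peaks without a partner. In the opposite direction, 22.9% (21.8 to 24.1%) of APOC2 peaks at gene boundaries were overlapped by a vector peak. In gene-free intervals, 77.9% (76.2 to 79.5%) of vector and 61.2% (59.4 to 62.9%) of APOC2 peaks were overlapped. The APOC2 peaks at gene boundaries that had no vector partner had a median fold enrichment of 4.92, a median pileup of 26 and a median length of 280 bp. Those with a partner had medians of 7.18, 36 and 460 bp.

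The enrichment of shared pairs also differed by position. At gene boundaries the median log2 ratio was 0.51 (0.48 to 0.53) over 1093 pairs, and 975 of them (89.2%) had a ratio above 0. In gene-free intervals it was -0.16 (-0.18 to -0.13) over 1867 pairs, with 34.4% above 0. The remaining 340 pairs had a median of 0.16 (0.08 to 0.22). With depth-scaled pileup the medians were 0.56 at gene boundaries and -0.06 in gene-free intervals. Without the added 1 in the ratio they were 0.57 and -0.029, so the gene-free median was close to no change by either measure.

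**Figure D2:**
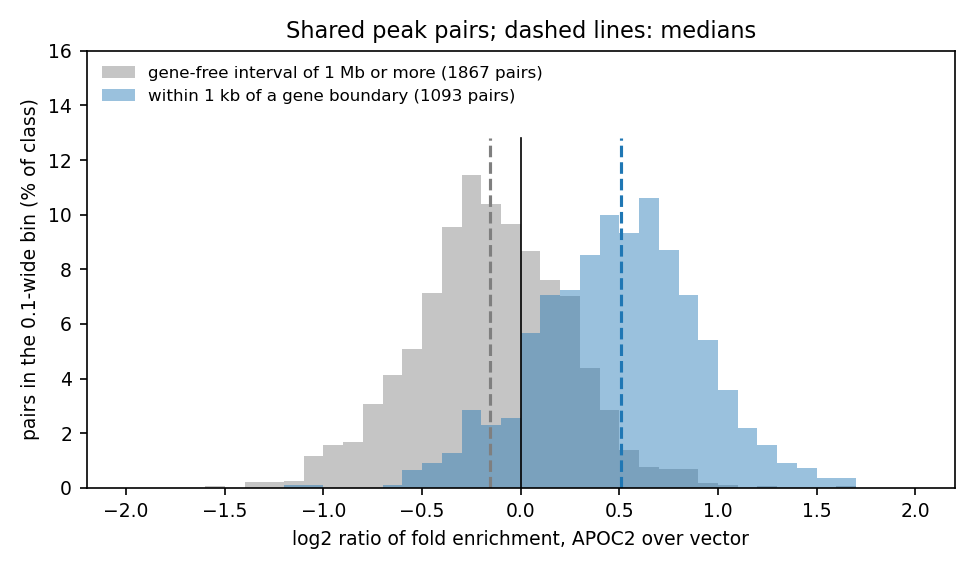
Distribution of the log2 ratio of fold enrichment, APOC2 over vector (horizontal axis), as the percentage of the pairs of each class per bin (vertical axis), for 1867 shared pairs in gene-free intervals (grey) and 1093 at gene boundaries (blue), with dashed lines at the medians. The gene-free distribution had its median at -0.16 and the gene-boundary distribution at 0.51. Without the added 1 in the ratio, the medians were -0.029 and 0.57.

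To list genes whose boundary carried PHF8 signal in each condition, peaks were assigned to every gene with a boundary within 1 kb. In the APOC2 library alone 4656 genes had such a peak, in the vector library alone 39 did, and in both 1530 did. Of these, 3606, 21 and 1171 were protein-coding. Requiring direct overlap of the peak with the boundary gave 1758 genes in the APOC2 library alone and 353 in both. The count for the vector library alone moved most with equal numbers of top-ranked peaks, to 296, beside 1966 in the APOC2 library alone.

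The overexpressed and the immunoprecipitated gene were inspected. No peak of either library overlapped the APOC2 gene (chromosome 19, 44946051 to 44949565) or the PHF8 gene (chromosome X, 53936680 to 54048936). The peaks nearest to APOC2 lay over 5 kb away at a boundary of CLPTM1. The vector peak there (44955406 to 44955634) had a fold enrichment of 6.18 and a -log10 q of 11.8, and the APOC2 peak (44954950 to 44955735) had 7.85 and 18.1. The peaks nearest to PHF8 were 514 kb away at the boundaries of SMC1A and RIBC1, with a fold enrichment of 3.96 in the vector and 9.70 in the APOC2 library.

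The 5 strongest shared pairs all lay in gene-free intervals of chromosomes 16, 4 and 12. At chromosome 16, 36853341 to 36853939, the fold enrichment was 115 in both libraries. At chromosome 4, 50676699 to 50677356, it was 112 in the vector and 106 in the APOC2 library. On chromosome 12 it was 117 and 104 at 36205086 to 36205760, 83.7 and 86.3 at 36622674 to 36623262, and 70.8 and 83.0 at 36030752 to 36031419. The log2 ratios at these pairs lay between -0.17 and 0.23, a range that the ceiling of the pileups may have narrowed. With depth-scaled pileup the pairs on chromosomes 16 and 4 had positive ratios of 0.14 and 0.043, and with raw pileup the pair at 36622674 had a negative ratio of -0.10.

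The strongest APOC2 peaks without a vector partner lay outside gene-free intervals. The highest fold enrichment was 16.7, with a pileup of 43, at chromosome 11, 43680679 to 43681092, inside HSD17B12. It was 14.9 at chromosome 11, 129278743 to 129279970, at a boundary of ARHGAP32, where the background was at the floor of the table. It was 14.3 at chromosome 19, 43639508 to 43640175, inside CADM4, and also 14.3 at chromosome 19, 40347981 to 40348391, at boundaries of C19orf47 and PLD3. At chromosome 8, 231825 to 232292, at boundaries of the pseudogene RPL23AP53 and of ZNF596, it was 13.5. The strongest vector peaks without an APOC2 partner all lay in gene-free intervals. Their fold enrichments were 15.4 at chromosome 7, 59082774 to 59083116, 12.4 at chromosome 22, 14448468 to 14448744, and 11.9 at chromosome 5, 48617226 to 48617560. Those at chromosome 10, 39968181 to 39968466, and at chromosome 11, 52779857 to 52780101, had 11.6 and 11.4.

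The largest rise at a shared pair was at chromosome 8, 99012593 to 99013914, at boundaries of VPS13B and VPS13B-DT, where fold enrichment went from 2.61 to 8.31 (log2 ratio 1.67). A gene-free site at chromosome 1, 143244907 to 143245969, had a log2 ratio of 1.65, and so did the boundaries of ZNF252P and ZNF252P-AS1 at chromosome 8, 145002517 to 145003257. With depth-scaled pileup these ratios were 1.06, 0.48 and 0.97, and the local backgrounds at the paired summits differed as well. At the chromosome 1 site, the background was 15.0 in the vector and 4.90 in the APOC2 table. The largest falls were in gene-free intervals, with log2 ratios of -1.56 at chromosome 1, 143206037 to 143206822, -1.40 at chromosome 8, 45815921 to 45816207, and -1.39 at chromosome 11, 51594576 to 51594806. With depth-scaled pileup the pair on chromosome 1 had a ratio of 0.043.

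The overlap at gene boundaries was then compared between chromosomes. On chromosome 8, 183 of 314 APOC2 peaks at gene boundaries (58.3%, 52.8 to 63.6%) were overlapped by a vector peak, and on chromosome 9, 143 of 329 (43.5%, 38.2 to 48.9%) were. On the 21 other chromosomes without Y the share lay between 7.5% and 34.2%. Outside chromosomes 8 and 9 it was 18.6% (17.4 to 19.8%) in all. Chromosomes 8 and 9 held 30.3% of the vector peaks at gene boundaries and 13.5% of the APOC2 peaks at gene boundaries.

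**Figure D3:**
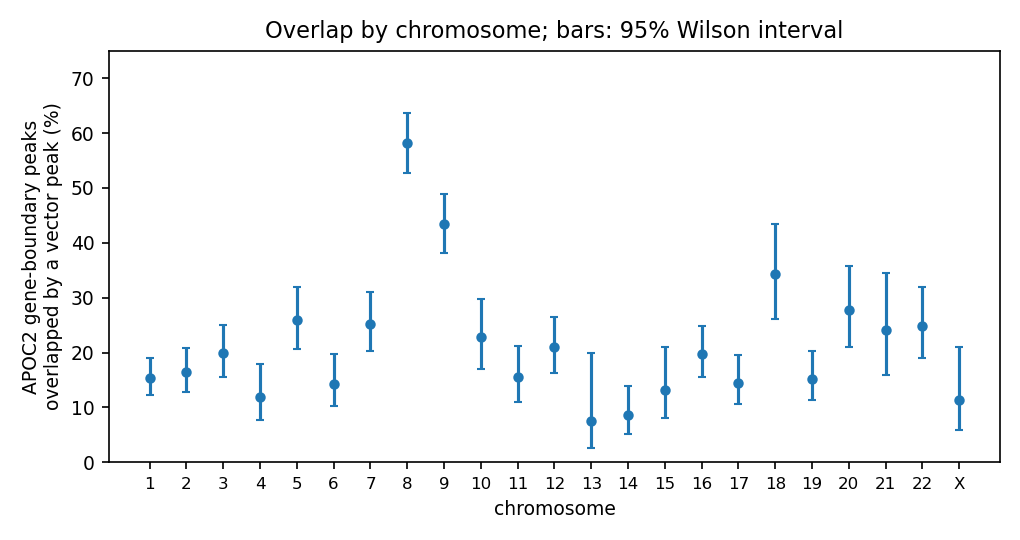
Share of APOC2 gene-boundary peaks overlapped by a vector peak (vertical axis, percent) for chromosomes 1 to 22 and X (horizontal axis), with points for the share and bars for the 95% Wilson interval. Chromosome 8 (58.3%) and chromosome 9 (43.5%) were the highest, and the next was chromosome 18 at 34.2%, whose interval reached 43.5% and overlapped that of chromosome 9.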

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

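The results on gene-free intervals, the restriction to protein-coding genes and the measures scaled by depth or without the added 1 were chosen only after the results had been seen. With 1 library per condition, leaving out replicates and regrouping libraries were not possible. A value of the main comparisons counted as changed when it left its 95% interval, or for a gene or peak number when it moved by more than 1.5 times. Of these recomputed values, 85 did not change, 69 did and 2 reversed. The cause was not tested where none is given.

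The APOC2 library kept the larger number of peaks and the larger share at gene boundaries in every alternative that recomputed these. The restriction to chromosomes 1 to 22 and X changed none of 13 values, and gene-free minimums of 0.5 and 2 Mb changed none of 7 each. A q-value of at most 0.001 changed 1 of 21, the enrichment of APOC2 peaks without a partner relative to those with one, to 0.691.

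A fold enrichment of at least 5 changed the largest number of values, with 6 of 21 staying the same. Other settings changed a larger share of fewer values. Outside gene-free intervals 3 of 13 stayed the same, and with depth-scaled pileup 0 of 4 did. With a fold enrichment of at least 5, the values were as follows. The ratio of peak numbers was 1.87, the overlap 77.2% of vector and 41.1% of APOC2 peaks, and the relative enrichment of APOC2 peaks without a partner 0.711. The median log2 ratio at shared pairs reversed to -0.012. The share at gene boundaries was 18.9% for vector peaks, 45.0% for APOC2 peaks and 60.5% for APOC2 peaks without a partner, with 2832 genes in the APOC2 library alone and 799 in both. Gene-free intervals held 71.6% of vector and 44.3% of APOC2 peaks, with a ratio of peak numbers of 1.16 inside them. The median log2 ratio at gene boundaries was 0.44, and 66.5% of vector peaks outside gene-free intervals lay at gene boundaries.

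Merging peaks within 1 kb gave gene-boundary shares of 30.2% (vector), 55.0% (APOC2) and 67.0% (APOC2 without a partner), and 74.7% and 83.0% of the vector and APOC2 peaks outside gene-free intervals. With equal numbers of top-ranked peaks, the overlap was 56.3% of vector and 55.3% of APOC2 peaks, and the median log2 ratio was 0.25. The gene-boundary share of APOC2 peaks was then 58.9%, and 81.6% for those without a partner, with 1966 genes in the APOC2 library alone and 296 in the vector library alone.

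When 50% of both peaks had to overlap, 70.9% of vector and 31.9% of APOC2 peaks were shared and the median log2 ratio was 0.042. When peaks within 1 kb counted as shared, the overlap was 86.9% and 41.5%, the relative enrichment 0.696, and the gene-boundary share of APOC2 peaks without a partner 67.9%.

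With pileup as the measure, the median log2 ratio reversed to -0.11 and the relative enrichment was 1, although the median pileup of peaks without a partner was lower within each class of position. This pileup was in units of unequal depth, and scaling it to the control gave 0.16, so the sign followed the scaling. With -log10 p these values were 0.10 and 0.633.

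A 3 kb window gave gene-boundary shares of 30.3% (vector), 56.3% (APOC2) and 69.1% (APOC2 without a partner). Direct overlap of peak and boundary gave 8.39%, 20.5% and 21.2%, with 1758 genes in the APOC2 library alone and 353 in both.

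Outside gene-free intervals there were 1594 vector and 5850 APOC2 peaks, a ratio of 3.67. The overlap there was 92.2% of vector and 24.7% of APOC2 peaks, the median log2 ratio 0.44 and the relative enrichment 0.705. The gene-boundary shares were 72.3% (vector), 81.7% (APOC2) and 83.6% (APOC2 without a partner). With protein-coding genes only, the shares of all peaks were 26.2%, 49.5% and 61.0%, those of vector and APOC2 peaks outside gene-free intervals 66.0% and 75.5%, and 21 genes had a peak in the vector library alone. With depth-scaled pileup the median log2 ratio was 0.16 over all pairs, -0.058 in gene-free intervals and 0.56 at gene boundaries, and the relative enrichment was 1. Without the added 1 in the ratio, these values were 0.17, -0.029, 0.57 and 0.519.

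Among the named peaks and pairs, a value counted as changed when it moved by more than the counting error of the pileups, so that strong peaks changed more readily than weak ones. By this rule 30 recomputed values did not change and 17 did. A further 7 counted as reversed because their sign changed, even where the move was small, as from -0.076 to 0.043 at chromosome 4, 50676699. Every named peak without a partner changed without the added 1, and ARHGAP32 (32.2) then ranked above HSD17B12 (26.3). A rise was fixed in advance here, since leaving out the added 1 raises the ratio of any peak with a pileup above its background. The pair at chromosome 12, 36622674, had log2 ratios of -0.10 with pileup and -0.049 with -log10 p. With depth-scaled pileup, the pairs at chromosome 16, 36853341, chromosome 4, 50676699, and chromosome 1, 143206037, had ratios of 0.14, 0.043 and 0.043. Without the added 1, the pairs on chromosomes 16 and 4 had 0.14 and 0.082. The unknown read totals limit every comparison of pileup to the depth inferred from the control.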

Other observations

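The ratios of all peak numbers under the q-value and fold-enrichment filters had been planned as alternatives. All other tests in this part were chosen only after the results they bear on had been seen. Each explanation is therefore a hypothesis found and tested on the same data.

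The larger number of peaks in the APOC2 library was set against technical explanations. Greater depth would have given the APOC2 library more reads than the vector library, but its relative depth, from the scaling to the control, was 0.824. A different control for each table would have left unrelated local backgrounds. At 550 shared pairs with summits within 20 bp and a background above 1.5, the backgrounds were equal within 0.5% after scaling in 67.5%, against a mean of 4.93% and a maximum of 8.18% in 1000 shufflings of the pairs. Mapping to repeats would have put the excess in gene-free intervals, where the ratio of peak numbers was 1.27 and not above the 3.67 found outside them. Weak calls near the threshold were examined with filters. The ratio was 2.19 at a q-value of at most 0.001, but this filter kept 3883 of 4015 vector and 8512 of 8928 APOC2 peaks and so could hardly have moved it. With a fold enrichment of at least 5, which kept 3208 vector and 5995 APOC2 peaks, it was 1.87 over all peaks. The ratio outside gene-free intervals was then 3.66, against 3.67 without the filter, while that inside them was 1.16, against 1.27. The excess outside gene-free intervals therefore did not shrink under this filter. A better yield of the APOC2 immunoprecipitation remains open. The median log2 ratio of depth-scaled pileup was -0.058 in gene-free intervals and higher by 0.613 at gene boundaries. A better yield could give this contrast only if the peaks in gene-free intervals are not PHF8 signal, which was not tested, and more PHF8 at gene boundaries could give it as well. The GC content of the fragments and a mislabelled library were not tested. With 1 library per condition, an effect of APOC2 cannot be told apart from the yield of a single immunoprecipitation.

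The 3682 APOC2 peaks at gene boundaries without a vector partner were tested for threshold effects. If their signal had been equal in both libraries, 99.9% would have reached the lowest significance of the vector table (-log10 p of 4.70). This share was nearly fixed in advance, since the peaks had been selected for passing the APOC2 threshold (lowest -log10 p of 4.16) and the vector library was the deeper one, so it does not rule out a threshold effect. The shared pairs at gene boundaries changed 1.47-fold in depth-scaled pileup. After a drop of this size, 81.0% would still have reached that significance, and after a 2-fold drop 36.5% would have. These shares used the significance at the summit only. No vector peak was shorter than 224 bp, and these APOC2 peaks had a median length of 280 bp. A drop could thus also leave a region too short to be called, so the shares may be too high. They do not show that the drop was larger than the median of the shared pairs. A broad change with a threshold cannot be told apart from a larger drop, because shared pairs are those with the smaller losses by selection. The q-value threshold of the vector table was not tested directly.

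The strong peaks in gene-free intervals were found in both libraries, with 95 and 91 of the 100 highest fold enrichments. Repeats collapsed in the assembly raise the control as well as the ChIP, but 84.1% of the vector peaks and 85.2% of the APOC2 peaks in these intervals had a local background of no more than about 1 control fragment, which includes the genome-wide floor. At gene boundaries 1.56% and 1.24% did. A repeat effect that the control shares is therefore unlikely for most of these peaks. Fragments mapped or filtered differently in the control and in the ChIP libraries, a preference of the antibody and PHF8 on such sequence were not tested. Known problem regions and centromere positions were not used here.

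Vector peaks at gene boundaries were concentrated on chromosomes 8 and 9, and there beyond their long gene-free intervals. On chromosome 8, 167 of 248 APOC2 peaks after that interval (67.3%, 61.3 to 72.9%) had a vector partner, against 16 of 66 before it (24.2%, 15.5 to 35.8%). On chromosome 9 the shares were 132 of 284 (46.5%, 40.8 to 52.3%) and 11 of 45 (24.4%, 14.2 to 38.7%). A gain in copy number shared by the control would have raised the control background. Over both chromosomes its median was 1.02 times that of the others (5.23 against 5.12 fragments). By position, it was 4.9995 fragments after the gene-free interval of chromosome 8 and 5.12 before it, but 5.9995 after that of chromosome 9 and 4.9995 before it. This does not single out chromosome 9, since the background was as high on chromosomes 10, 11, 14, 16, 20 and 21 and higher on chromosomes 7, 13 and 15, where fewer peaks were shared, and the test does not settle whether there was such a gain. The median APOC2 pileup at gene boundaries was 1.26 times that of the other chromosomes (34 against 27). By position it was 38 after and 27 before the gene-free interval of chromosome 8, and 36 after and 24 before that of chromosome 9, so it was higher in the parts with more sharing. On the other chromosomes the median pileup was at most 33, and at most 34.2% were shared, on chromosome 18 with a median pileup of 23. Chromosome 7 had a median pileup of 33 with 25.3% shared, and chromosome 16 had 32 with 19.8%. Chromosome 20 had 30 with 27.7%, and chromosome 21 had 30 with 24.1%. These shares were above the 18.6% of the other chromosomes together, but below those of chromosomes 8 and 9. Chromosome 15 had a median pileup of 32 with only 13.2% shared. Its median APOC2 fold enrichment at gene boundaries was 4.64, against 6.79 on chromosome 8, 6.22 on chromosome 9 and 6.01 on chromosome 18. Sharing thus went with fold enrichment on these chromosomes. Fold enrichment did not order all chromosomes, since it was 6.18 on chromosome 22 with 24.9% shared and 5.73 on chromosome 19 with 15.3%. More chromatin from chromosomes 8 and 9 in the immunoprecipitated cells, from a gain that the control did not carry, could raise the pileup in these parts and remains a candidate explanation. Stronger PHF8 binding on these chromosomes would give the same values, and the tests cannot separate them. The control library may come from other cells, which the files do not state. The libraries differed in this pattern, with 30.3% of vector and 13.5% of APOC2 gene-boundary peaks on these chromosomes, and no biological explanation of that difference was tested.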
